A study of Homo sapiens with 9 samples. Its data were reported in "SWI/SNF regulates a transcriptional program that induces senescence to prevent liver cancer" (2016).

How the data were processed

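Total RNA from IMR90 ER:RAS cells was measured on Affymetrix whole-transcript gene arrays (Human Gene ST). The labels' labelling text and the probe sets are those of such arrays, while their extraction text names an Illumina kit for stranded mRNA libraries. IMR90 is a human lung fibroblast line, and ER:RAS is an oncogenic RAS fused to the hormone-binding part of the oestrogen receptor, which 4-hydroxytamoxifen (4OHT) switches on. The labels, which spell the line IRM90, give 9 arrays in 3 groups of 3. They are cells with empty vector and no 4OHT, cells with empty vector and 4OHT, and cells with an ARID1B short hairpin RNA (shARID1B) and 4OHT. The labels do not say which or how many hairpins were used, and "the hairpin" stands for shARID1B as labelled. The labels give 6 days after 4OHT, a dose of 100 nM and growth for 7 days. The article's figure legend speaks of 3 biological replicates. The labels do not say that replicates are separate cultures, so the p-values measure only the spread between these samples.

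The values are on the log2 scale as deposited, 1 per probe set and array. The submitters' processing notes name RMA (background correction, quantile normalisation and summary of probes), oligo and limma, with versions not given in the sources used here. No genome build is given in the sources used here, so no coordinates are printed. The table held 33297 probe sets with values from 2.29 to 14.22 and 0 missing values. Of these, 19460 carried exactly 1 gene symbol, 1754 carried several and 12083 carried none. Entrez numbers of 19429 of the 19460 were found in the RefSeq table of assembly GRCh38.p14, which was used for names alone. For the 769 genes with more than 1 such probe set, the one with the highest mean over the 9 arrays was kept, which left 18417 genes. Probe sets without exactly 1 symbol were left out of the gene tests. NDST2 had no probe set of its own and was not analysed here. The number of arrays limits the precision. The fit had 6 residual degrees of freedom, 10.45 with the prior, and the median residual SD over genes was 0.0843. For 721 genes the 3 arrays of a group held the same value, which lowers their measured spread, and the cause was not tested.

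All 9 arrays were fitted together with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with group as the only term. The comparisons were vector+4OHT minus vector-4OHT (senescence), shARID1B+4OHT minus vector+4OHT (knockdown) and shARID1B+4OHT minus vector-4OHT (what remained). Tests were 2-sided, with Benjamini-Hochberg adjustment over the 18417 genes within each comparison. A gene was called at an adjusted p under 0.05, and a further count also asked for an absolute log2 fold change of 1 or more. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so p-values come from limma's shared estimate of the spread. Values of a gene are the mean ± SD of the 3 arrays of a group (n = 3), on the log2 scale.

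The groups, comparisons, gene lists, naming rule and all but 1 of the alternatives were fixed before the data were examined. The 14 gene lists, of which 1 is not reported here but counts among those tested, included the senescence-associated secretory phenotype (SASP), DNA replication, mitosis, NRF2 antioxidant, SWI/SNF subunits, RAS-MAPK response, nucleotide synthesis, ENTPD family, matrix and contractile, interferon response, cholesterol synthesis, glycolysis and lysosome. The 4 marker sets were epithelial, leukocyte, endothelial and fibroblast. They hold 414 entries, of which 389 were measured. Each of the 18 was tested with camera at a preset correlation between genes of 0.01, adjusted over the 18 within a comparison, and again with camera at an estimated correlation and with fry. fry's first p-value asks whether the genes of a list move, on balance, in 1 direction, and its mixed p-value whether they change in either direction. Neither compares a list with other genes.

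Genes were named by rule: ARID1B and the other genes the article ties to this experiment, the 10 largest rises and 10 largest falls of senescence and of knockdown among called genes whose arrays did not overlap, the 10 largest knockdown changes among senescence-induced genes called lower and among senescence-repressed genes called higher, and up to 4 members per list and comparison with the smallest p-values. The rule gave 163 genes. Symbols of small RNAs, symbols starting with LOC or LINC, XIST and Y-linked genes were passed over. Genes named outside the rule are in the closing section and were chosen after their values were seen.

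The overlap of the senescence and knockdown changes was set beside the number for independent lists (n1 × n2 / N per direction) and beside 100 simulated sets of unchanged groups with the same shared arrays. The alternatives were the replicate number as a block, only the 6 arrays compared, dim genes left out (those not above the median of all probe sets on at least 3 arrays), all probe sets, the mean of a gene's probe sets, an intensity trend, array weights, quantile normalisation again, array medians subtracted, a 2-fold minimum, the methods' t-test, the set tests above and each array left out in turn. The alternative added after seeing the data took the knockdown change from 1 vector+4OHT array and the senescence change from the others. The tests were tried on simulated data with 200 of 18417 genes changed, 50 per size. Changes of 0.25 on the log2 scale were recovered in 26% of genes for senescence, 34% for knockdown and 26% for what remained. Changes of 0.5 were recovered in 100%, 98% and 98% of genes, and larger ones in 100% throughout. Unchanged genes called numbered 9, 7 and 5, and 0 of 100 random lists were called. Random lists do not test lists whose genes vary together, such as mitosis and interferon response (estimated correlations 0.46 and 0.3). Recovery was tried with 200 changed genes only, and not at the larger numbers called in the real data.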

Results

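Gene expression was measured in 3 groups of IMR90 ER:RAS fibroblasts, with 3 arrays in each. Non-senescent cells carried an empty vector and received no 4OHT, senescent cells carried the empty vector and received 4OHT, and knockdown cells carried shARID1B and received 4OHT. The median log2 value per array lay between 6.70 and 6.79. Across probe sets, arrays of the same group correlated at 0.9955 to 0.9972 over 9 pairs, and arrays of different groups at 0.9874 to 0.9956 over 27 pairs. These are correlations across probe sets, which are not independent replicates.

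The hairpin lowered its target. ARID1B, a DNA-binding subunit of the SWI/SNF chromatin remodelling complex, stood at 8.79 ± 0.16 (n = 3) in senescent cells and 8.05 ± 0.088 (n = 3) in knockdown cells. That is a log2 change of -0.74 (adjusted p = 0.000179), or a level 39.9% lower. Senescence itself left ARID1B at a log2 change of -0.12 (adjusted p = 0.315) from 8.91 ± 0.052 (n = 3). Among the other genes the study ties to this experiment, CDKN1A, which encodes the cell cycle inhibitor p21, rose 1.61-fold in senescence (adjusted p = 3.99e-06). It was then 28.1% lower with the hairpin (adjusted p = 0.000279). CDKN2A, which encodes the inhibitor p16, rose 1.41-fold in senescence (adjusted p = 4.08e-05), and its knockdown change of -0.14 had an adjusted p of 0.108. CDKN2A passed under the unadjusted test of the article's methods. ENTPD7, an intracellular nucleoside triphosphatase, rose 1.99-fold in senescence (adjusted p = 1.52e-07) and fell by 0.26 with the hairpin (adjusted p = 0.0069). SLC31A2, a copper transporter, rose by 0.47 in senescence (adjusted p = 6.8e-05) and fell by 0.54 with the hairpin (adjusted p = 0.000131). Its level in knockdown cells, 9.64 ± 0.021 (n = 3), differed from that of non-senescent cells, 9.70 ± 0.051 (n = 3), by -0.06 (adjusted p = 0.436).

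**Figure D1:**
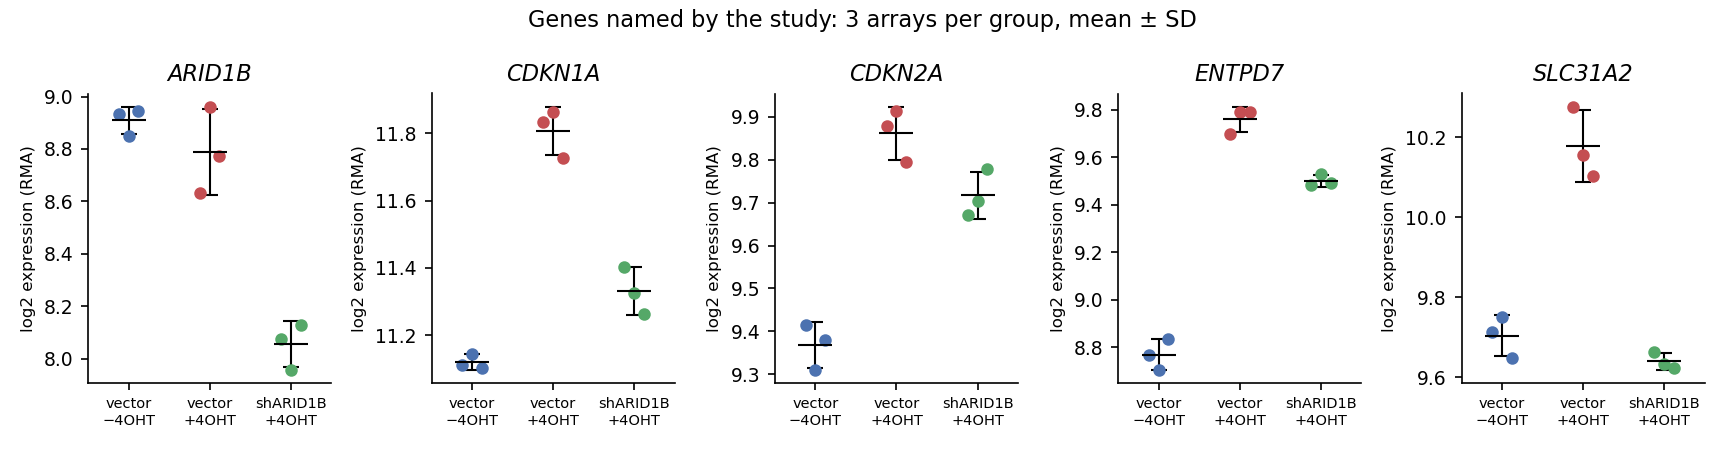
Log2 expression (RMA) of ARID1B, CDKN1A, CDKN2A, ENTPD7 and SLC31A2 on the 3 arrays of each group (points) with mean ± SD, each panel on its own axis. ARID1B averages 8.79 in senescent and 8.05 in knockdown cells, and CDKN1A goes from 11.12 in non-senescent to 11.81 in senescent and 11.33 in knockdown cells.

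The first comparison, of senescent with non-senescent vector cells, shows how expression differed by day 6 once oncogenic RAS had been switched on. No labelled group received the inducing drug without carrying ER:RAS. Effects of the drug itself therefore cannot be told apart from those of RAS. Several secreted factors were among the largest rises. IL1B, an inflammatory cytokine, went from 5.70 ± 0.25 (n = 3) to 12.52 ± 0.047 (n = 3), which is 113-fold (adjusted p = 1.69e-11). Its relative IL1A rose 86.3-fold, the neutrophil-attracting chemokine CXCL8 62.8-fold and the matrix protease MMP3 50.6-fold. Of 44 mitosis genes 42 fell, with CDK1, the kinase that drives entry into mitosis, at 0.251 times its non-senescent level (adjusted p = 5.74e-07), an uncertain ratio since its senescent mean of 5.42 lay below 6.75, the median of all probe sets, and was not shown to be above background. In all, 5996 of 18417 genes were called (32.6%), 2747 higher and 3249 lower, and 548 of them changed at least 2-fold. With each array's median subtracted, 3026 were higher and 2658 lower, so which direction holds more genes depends on the centring.

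Among the largest rises were also CST1, a secreted protease inhibitor (63.9-fold), TNFSF15, a cytokine of the TNF family (49.2-fold), and PTGS2, the inducible cyclooxygenase of prostaglandin synthesis (44.8-fold). TMEM156, a membrane protein, rose 24.6-fold, the epithelial transcription factor EHF 22.5-fold and the chemokine CXCL1 22.2-fold. The non-senescent means of IL1B, IL1A, CST1, MMP3, TNFSF15, PTGS2, TMEM156 and EHF lay below 6.75 and were not shown to be above background, so their folds are uncertain, and the same limit holds for every change given here with a compared mean below 6.75. The largest falls were in SLC7A14, of a transporter family for amino acids (log2 change -3.24), TOX, a nuclear HMG-box factor (-3.10), and CORIN, a membrane protease (-2.96). CRHBP, which binds corticotropin-releasing hormone, CEMIP, a hyaluronan-degrading factor, and GDF5, a growth factor of the BMP family, fell by 2.68, 2.61 and 2.52. CRYAB, a small heat shock protein, KIT, a receptor tyrosine kinase, TLR3, a sensor of double-stranded RNA, and HTR2B, a serotonin receptor, fell by 2.51, 2.47, 2.44 and 2.38. The falls of TOX, GDF5, TLR3 and HTR2B ended below 6.75, so their size is uncertain.

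The SASP list, secreted factors of senescent cells, was higher in senescence. Of 36 measured members 32 rose, 1 fell and 3 were not called, and 33 were higher and 1 lower adjusted over the list alone. Its median change was 2.62-fold (camera adjusted p = 2.43e-31), and the call held with an estimated correlation (adjusted p = 0.000906). IL6, a cytokine of the acute inflammatory response, rose by 3.27, and IL13RA2, a decoy receptor for IL13, by 3.64 from a mean below 6.75. IGFBP3, which binds insulin-like growth factors, was the member that fell (-0.29). Targets and feedback inhibitors of RAS-ERK signalling, the RAS-MAPK response list, rose in 14 of 17 members with 0 lower (14 higher and 1 lower adjusted over the list alone). The median change was 0.76 (camera adjusted p = 1.05e-11, and adjusted p = 0.0602 with an estimated correlation). The ERK phosphatase DUSP6 and the RAS pathway inhibitor SPRY4 both rose by 1.87, and the early response gene IER3 by 1.67.

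The mitosis list fell in 42 of 44 members with 0 higher (42 lower adjusted over the list alone), at a median of 0.37 times the non-senescent level. Its camera adjusted p was 8.93e-28, with adjusted p = 0.1 with an estimated correlation. KIF20A, a kinesin of cytokinesis, fell by 1.89, NUSAP1, a spindle protein, by 1.64, NCAPG, a condensin subunit, by 1.56, and the mitotic kinase PLK1 by 1.48. DNA replication genes were lower in 28 of 40 members and higher in 1 (29 and 1 adjusted over the list alone), with a median of -0.47 (camera adjusted p = 2.95e-10, and adjusted p = 0.1 with an estimated correlation). CCNE2, a cyclin of S-phase entry, fell by 1.51, the primase subunit PRIM1 by 1.25 and the chromatin assembly subunit CHAF1B by 1.08, with CCNE2 and PRIM1 ending below 6.75. The nucleotide synthesis list had 14 of 28 members lower and 6 higher (14 and 7 adjusted over the list alone), among them RRM2, a ribonucleotide reductase subunit (-1.19), and TYMS, thymidylate synthase (-1.01). CTPS1, which makes CTP, rose by 0.79. Camera gave nucleotide synthesis an adjusted p of 0.0571, which passed without vector-4OHT replicate 2 (0.0376), vector-4OHT replicate 3 (0.0493), vector+4OHT replicate 3 (0.0317) or shARID1B+4OHT replicate 1 (0.0459), and with array medians subtracted (0.0388).

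Cholesterol synthesis genes were lower in 12 of 15 members with 0 higher (14 lower adjusted over the list alone), at a median of -0.33 (camera adjusted p = 5.41e-07, and adjusted p = 0.109 with an estimated correlation). ACAT2, which makes acetoacetyl-CoA, fell by 0.99, and INSIG1, a sterol sensor, by 0.74. Glycolysis genes were higher in 10 of 18 members and lower in 2 (10 and 3 adjusted over the list alone), with a median of 0.16 (camera adjusted p = 0.00109, and adjusted p = 0.0954 with an estimated correlation). HK2, a hexokinase, rose 3.51-fold and the enolase ENO2 1.81-fold. Lysosome genes were higher in 10 of 23 members and lower in 2 (10 and 3 adjusted over the list alone), with a median of 0.07. NPC1, which exports cholesterol from lysosomes, rose 3.24-fold and the protease CTSB 1.58-fold. The lysosome list passed camera at an adjusted p of 0.0349, with adjusted p = 0.341 with an estimated correlation. That call was lost without vector-4OHT replicate 2 (0.0601), without vector+4OHT replicate 3 (0.0536) and with dim genes left out (0.0876).

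Antioxidant genes of the NRF2 list went both ways, 4 of 23 higher and 9 lower (5 and 11 adjusted over the list alone; camera adjusted p = 0.446). SOD2, the mitochondrial superoxide dismutase, rose 1.74-fold, while GPX3, a secreted glutathione peroxidase, fell by 1.21. SWI/SNF subunits were lower in 10 of 24 members and higher in 2 (10 and 3 adjusted over the list alone), among them DPF3 (-1.06) and SMARCE1 (-0.59). Camera gave the subunits an adjusted p of 0.089, which passed without vector+4OHT replicate 2 (0.0355). The ENTPD family, enzymes that split nucleoside triphosphates, had 2 of 8 members higher and 1 lower (3 and 2 adjusted over the list alone; camera adjusted p = 0.178).

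Matrix and contractile genes were lower in 9 of 21 members and higher in 2 (9 and 4 adjusted over the list alone). CNN1 and TAGLN, actin-binding proteins of contractile cells, fell by 0.97 and 0.80. Their camera adjusted p was 0.0672, and 0.0382 without vector-4OHT replicate 2. Interferon response genes were higher in 9 of 24 members and lower in 3 (9 and 3 adjusted over the list alone), with USP18, which removes the ubiquitin-like ISG15, up 1.58-fold and the antiviral gene IFIT2 down by 1.40 to a mean below 6.75. That list had a camera adjusted p of 0.0571, which passed without vector-4OHT replicate 3 (0.0339), vector+4OHT replicate 1 (0.0375), vector+4OHT replicate 2 (0.036), shARID1B+4OHT replicate 1 (0.0351) or shARID1B+4OHT replicate 2 (0.0372). Fibroblast markers were lower in 9 of 10 (9 adjusted over the list alone) at a median of -0.31, with DCN, the proteoglycan decorin, down by 1.60. Their camera adjusted p was 0.000301, with adjusted p = 0.127 with an estimated correlation, and 3 of the 10 are collagens that the matrix list also holds. Of 9 epithelial markers 0 were higher and 2 lower (1 lower adjusted over the list alone; camera adjusted p = 0.478). Of 9 leukocyte markers 1 was higher (1 adjusted over the list alone), namely CD68, a lysosomal protein that fibroblasts also make, while the median of -0.065 and the test lay below 0 (camera adjusted p = 0.658). Of 10 endothelial markers 1 was higher and 1 lower (1 and 1 adjusted over the list alone; camera adjusted p = 0.809).

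**Figure D2:**
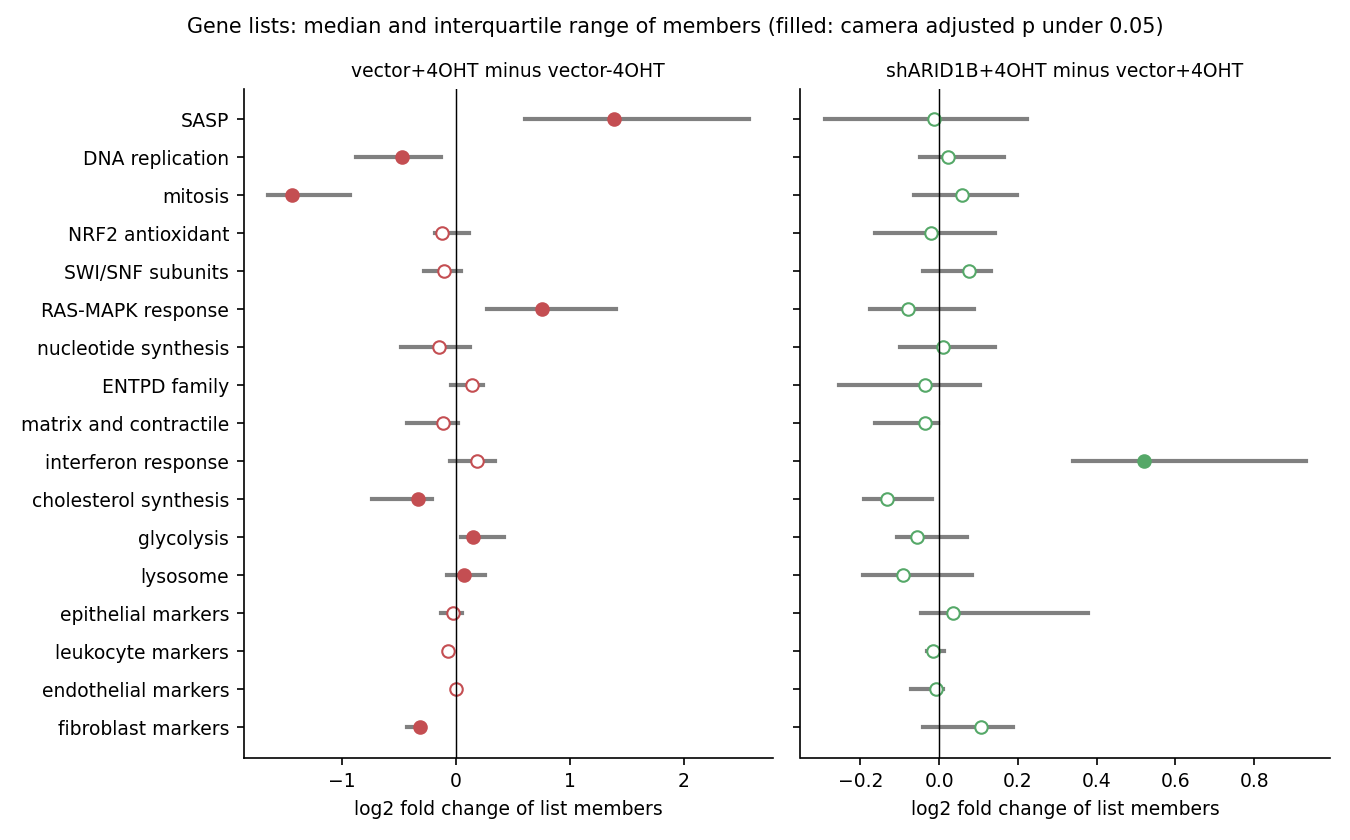
Median and interquartile range of the members' log2 fold changes for 17 gene lists and marker sets, for senescence (left) and ARID1B knockdown (right); filled points have a camera adjusted p under 0.05. In senescence the SASP median lies at 1.39 and the mitosis median at -1.43, and after knockdown the interferon response list, at 0.52, is the filled one. With an estimated correlation SASP alone keeps its call in senescence, and the interferon response list loses its own after knockdown (adjusted p = 0.354).

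The next comparison, of knockdown with senescent vector cells, asks what differed with the ARID1B hairpin among cells that received 4OHT. Of 24 genes that interferon induces, 16 rose. MX1, an antiviral GTPase, went from 7.56 ± 0.13 (n = 3) to 8.91 ± 0.20 (n = 3), which is 2.55-fold (adjusted p = 3.29e-05). The secreted factor ANGPT2, which acts on blood vessels, rose most, 4.1-fold from 7.36 ± 0.20 (n = 3) to 9.40 ± 0.079 (n = 3) (adjusted p = 3.37e-06). LCE2C, a late cornified envelope gene known from the outer skin, had the largest fall, going from 10.27 ± 0.096 (n = 3) to 8.48 ± 0.067 (n = 3) (log2 change -1.80, adjusted p = 1.4e-06). In all, 2895 genes were called (15.7%), 1773 higher and 1122 lower, of which 80 changed at least 2-fold, 65 higher and 15 lower. With array medians subtracted, 1799 were higher and 760 lower. Without shARID1B+4OHT replicate 2 the count was 1801.

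Other large rises were in SCG2, a secretory granule protein (3.91-fold), NR4A2, an early response nuclear receptor (3.35-fold), and ID1, an inhibitor of bHLH transcription factors (3.34-fold). FGF14, of the fibroblast growth factor family, rose 2.87-fold, and PTGES, which makes prostaglandin E2, 2.79-fold. FER1L6, of the ferlin family, fell by 1.78, FABP3, a fatty acid carrier, by 1.43, and EDN1, the vasoconstrictor endothelin, by 1.27. SPP1, the secreted protein osteopontin, fell by 1.25. The ligands of the T cell receptor PD-1, PDCD1LG2 and CD274, fell by 1.20 and 1.15, CD274 to a mean below 6.75. LCE2A and LCE2B, which are close in sequence to LCE2C, so that their probes can share signal, fell by 1.54 and 1.52.

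Of 24 interferon response genes 16 were higher and 0 lower after knockdown (20 higher adjusted over the list alone). Their median change was 1.44-fold (camera adjusted p = 3.65e-14, and adjusted p = 0.354 with an estimated correlation). IFI44L rose 3.14-fold (adjusted p = 2.07e-05), an uncertain fold since its senescent mean of 6.46 lay below 6.75, IFITM1, which blocks virus entry, 1.88-fold (adjusted p = 1.65e-05) and USP18 1.74-fold (adjusted p = 0.000321). ISG15, an interferon-induced ubiquitin-like protein, had a change of 0.15 (adjusted p = 0.172). No group with a control hairpin or without 4OHT but with shARID1B is among the labels.

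**Figure D3:**
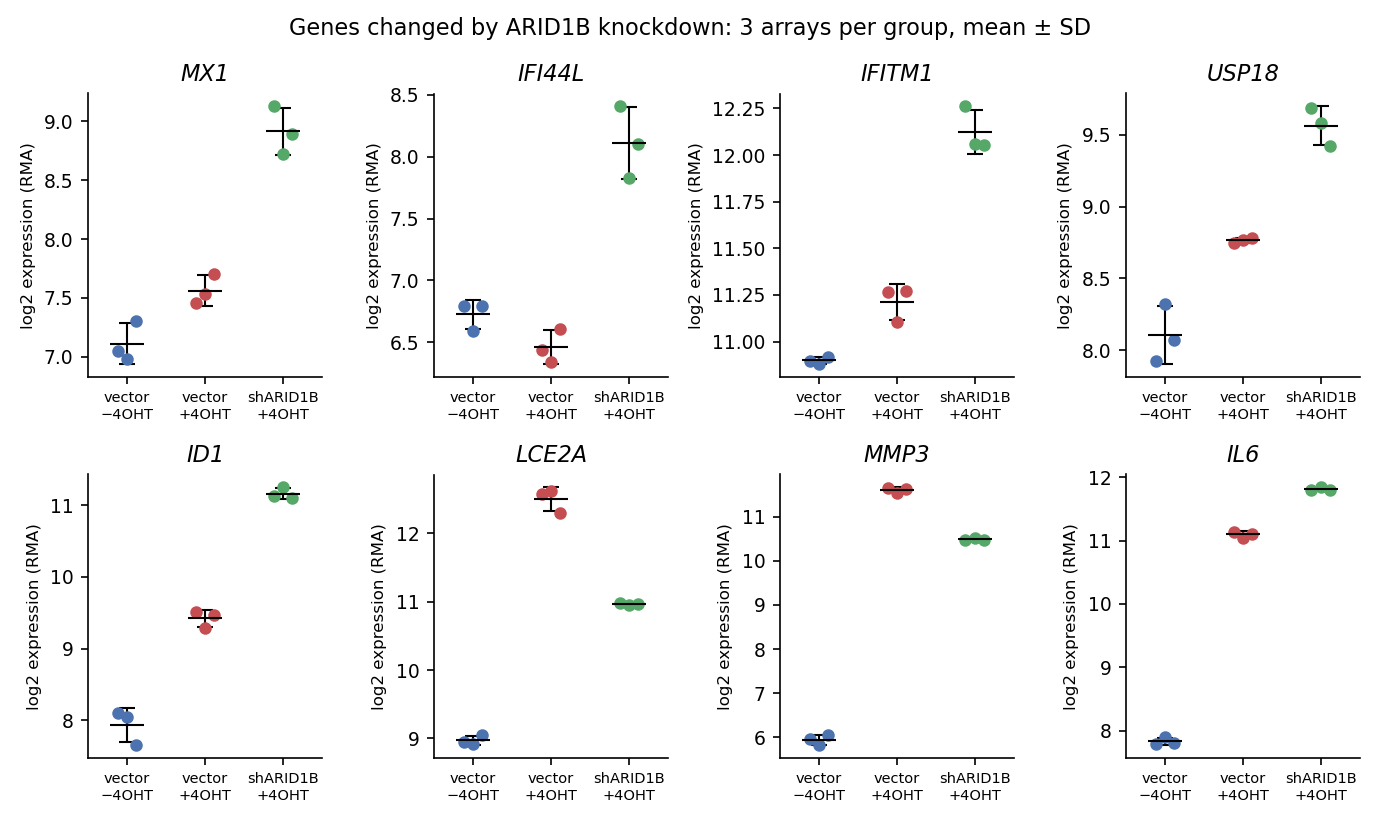
Log2 expression (RMA) of MX1, IFI44L, IFITM1, USP18, ID1, LCE2A, MMP3 and IL6 on the 3 arrays of each group (points) with mean ± SD, each panel on its own axis. MX1 averages 7.56 in senescent and 8.91 in knockdown cells, and MMP3 11.61 and 10.49.

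Members of the SASP list went both ways with the hairpin. Of 36 members 9 were higher and 11 lower (11 and 12 adjusted over the list alone), with a median of -0.012 (camera adjusted p = 0.932). MMP3 fell by 1.12 (adjusted p = 3.1e-06), the chemokine CXCL5 by 0.56 and IL1A by 0.41, while IL6 rose by 0.71 (adjusted p = 1.01e-05) and IGFBP3 by 0.57. IL1B and CXCL8 had changes of 0.12 (adjusted p = 0.493) and -0.02 (adjusted p = 0.935). Most cell division genes were not called. The mitosis list had 5 of 44 members higher and 2 lower (5 and 2 adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.244). NUSAP1 rose by 0.40 (adjusted p = 0.00227) and CDK1, from a mean below 6.75, by 0.58 (adjusted p = 0.0109), and PLK1 had a change of -0.07 (adjusted p = 0.495). DNA replication had 5 of 40 members higher and 1 lower (6 and 2 adjusted over the list alone; camera adjusted p = 0.414), with POLE2, a DNA polymerase subunit, up by 0.77 with both means below 6.75. Nucleotide synthesis had 6 of 28 members higher and 1 lower (6 and 1 adjusted over the list alone; camera adjusted p = 0.414), among them PRPS2, which makes the ribose phosphate donor (0.52), and TYMS (0.42).

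With the hairpin, the NRF2 list had 5 of 23 members higher and 3 lower (5 and 7 adjusted over the list alone), with SLC7A11, a cystine importer, up by 0.80 and HMOX1, a haem oxygenase, down by 0.56. Its median was -0.02, while its mean, 0.02, and its test were above 0 (camera adjusted p = 0.963). SWI/SNF subunits had 0 of 24 members higher and 3 lower (3 lower adjusted over the list alone), ARID1B among them. Their median, 0.075, mean, 0.009, and test nonetheless lay above 0 (camera adjusted p = 0.48). In the RAS-MAPK list 1 of 17 was higher and 4 were lower (1 and 5 adjusted over the list alone; camera adjusted p = 0.244), with the phosphatase DUSP4 down by 0.60 and the ephrin receptor EPHA4 by 0.59. The ENTPD family had 1 of 8 higher and 1 lower (1 and 1 adjusted over the list alone), with ENTPD1, the cell surface enzyme CD39, up 2.5-fold (adjusted p = 4.14e-06), an uncertain fold since its senescent mean of 6.00 lay below 6.75. Its median was -0.04, while its mean, 0.08, and its test were above 0 (camera adjusted p = 0.932).

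Matrix and contractile genes had 2 of 21 members higher and 6 lower with the hairpin (2 and 6 adjusted over the list alone; camera adjusted p = 0.211), with the collagen cross-linking enzyme LOX down by 0.55 and TAGLN by 0.53. Cholesterol synthesis had 4 of 15 lower and 0 higher (4 lower and 1 higher adjusted over the list alone; camera adjusted p = 0.201), with mevalonate kinase MVK down by 0.31. Glycolysis had 2 of 18 lower and 0 higher (2 lower adjusted over the list alone; camera adjusted p = 0.436), with HK2 down by 0.52. Lysosome genes were lower in 7 of 23 members and higher in 2 (9 and 3 adjusted over the list alone; camera adjusted p = 0.211), with the sialidase NEU1 down by 0.42 and NPC2, a cholesterol carrier, by 0.37. Epithelial markers were higher in 3 of 9 (3 adjusted over the list alone; camera adjusted p = 0.244), with the keratin KRT19 up by 0.86 and the claudin CLDN4, from a mean just below 6.75, by 0.38. CD68 was the leukocyte marker that rose, 1 of 9 (1 adjusted over the list alone). The leukocyte median, -0.015, lay below 0, and the mean, 0.008, and test above it (camera adjusted p = 0.963). Endothelial markers had 1 of 10 higher, the receptor TEK (0.45), and 1 lower (1 and 1 adjusted over the list alone; camera adjusted p = 0.975). Fibroblast markers had 2 of 10 higher and 1 lower (3 and 1 adjusted over the list alone; camera adjusted p = 0.257), with DCN up by 0.65.

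Setting the senescence and knockdown changes side by side asks which senescence changes depended on ARID1B. LCE2C, LCE2A and FER1L6, which rose 16.8-fold, 11.5-fold and 10.1-fold in senescence, lost part of that rise with the hairpin. The folds of LCE2C and FER1L6 are uncertain, since their non-senescent means of 6.20 and 5.90 lay below 6.75. LCE1F, SPP1 and CD274 were induced 2.53-fold, 2.65-fold and 1.94-fold, and their knockdown levels differed from non-senescent cells by 0.09, 0.16 and -0.19 (adjusted p = 0.496, 0.175 and 0.302), with the non-senescent means of SPP1 and CD274 and the knockdown mean of CD274 below 6.75. In the other direction, the G protein-coupled receptor GPRC5A fell by 1.84 in senescence and rose by 1.45 with the hairpin. SECTM1, a secreted and membrane protein, fell by 1.83 and rose by 1.21, and the caspase CASP1, which activates IL1B, fell to 0.502 times its level, just below 6.75, and then rose by 1.17. The muscarinic receptor CHRM2 and the matrix protein EFEMP1 rose by 1.33 and 1.15 to levels that differed from non-senescent cells by 0.06 and -0.04 (adjusted p = 0.719 and 0.677).

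Of the 2747 genes higher in senescence, 587 (21.4%) were lower after knockdown and 330 (12%) higher still. Independent lists would share 167.4 and 264.5. Of the 3249 genes lower in senescence, 894 (27.5%) were higher after knockdown and 198 (6.09%) lower still, against 312.8 and 197.9. Among 249 genes induced at least 2-fold, 99 were lower and 66 higher with the hairpin, and among 299 genes repressed at least 2-fold, 114 were higher and 34 lower. For 548 genes that changed at least 2-fold either way, the median return toward the non-senescent level was 7.68% on the linear scale. It was 5.69% for 31 such mitosis genes and -2.98% for 23 such SASP genes. The count of 587 was 385 without vector+4OHT replicate 2 and 386, 362 and 367 without shARID1B+4OHT replicates 1, 2 and 3, and the count of 894 was 554 without shARID1B+4OHT replicate 2.

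Both comparisons share the 3 vector+4OHT arrays, which alone pushes their changes in opposite directions. Across the 18417 genes, which are not independent replicates, Pearson's r between the changes was -0.241 and Spearman's rho -0.321, against -0.5 and -0.476 in 100 simulated sets of unchanged groups. The covariance was -0.0195, against -0.00281 simulated. The simulated sets shared 0 genes in either direction, a value fixed by their few calls. These averaged 0.05 genes for senescence and 0.09 for knockdown, so that 0 does not measure the effect of the shared arrays. The signs were the same in 38.6% of genes, against 33.3% simulated. The 3 shared arrays cannot be split with at least 2 for each comparison, so part of the excess over independent lists may come from them. With the knockdown change taken from 1 vector+4OHT array and the senescence change from the others, r stayed negative. It was -0.137, -0.174 and -0.204 with replicate 1, 2 and 3 as the lone array, and the covariance -0.014, -0.015 and -0.0163. Gene counts from that fit varied widely with the lone array and are not given here, since its knockdown change rests on 1 senescent array.

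**Figure D4:**
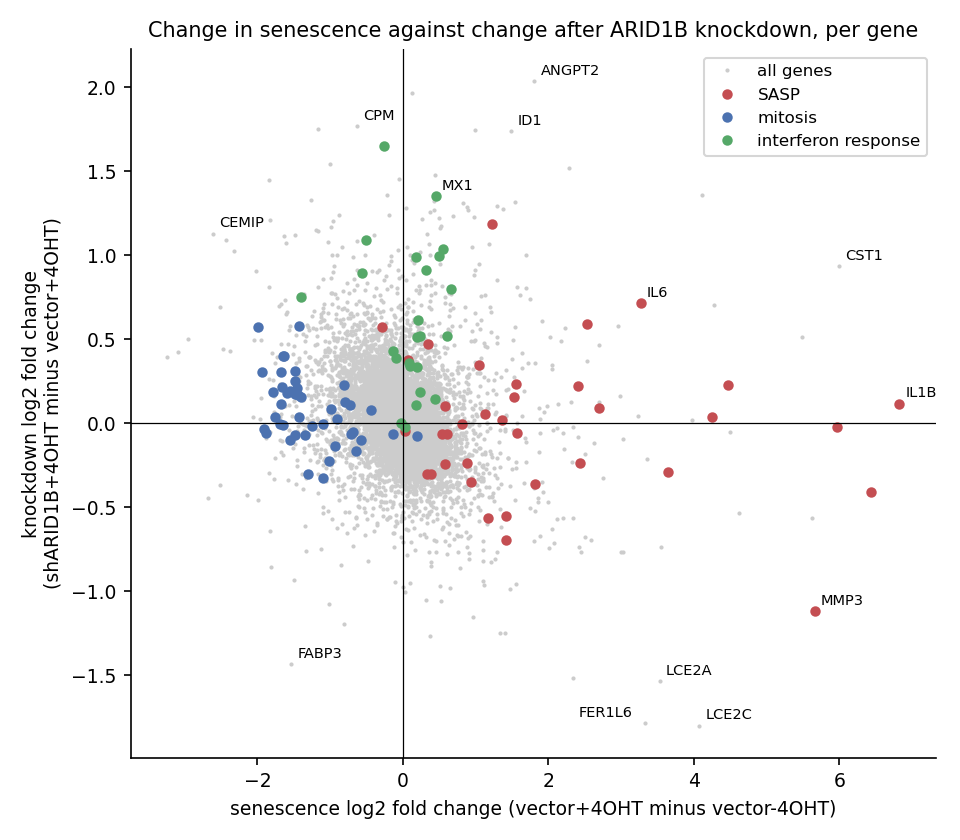
Log2 fold change in senescence (horizontal) against that after ARID1B knockdown (vertical) for 18417 genes (grey), with SASP genes in red, mitosis genes in blue and interferon response genes in green. LCE2C lies at 4.07 and -1.80, MMP3 at 5.66 and -1.12, and ANGPT2 at 1.81 and 2.04.

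The last comparison, of knockdown cells with 4OHT against non-senescent vector cells, shows what remained of the response. IL1B and IL1A stood at 12.64 ± 0.054 (n = 3) and 11.81 ± 0.018 (n = 3), against 5.70 ± 0.25 (n = 3) and 5.79 ± 0.19 (n = 3) in non-senescent cells, where they lay below the table's median of 6.75. SASP genes were higher in 33 of 36 members (33 adjusted over the list alone) at a median of 2.61-fold. Cell division genes were still low, with the mitosis list lower in 41 of 44 members (43 adjusted over the list alone) at a median of 0.418 times the non-senescent level. In all, 5800 genes were called (31.5%), 2867 higher and 2933 lower, of which 557 changed at least 2-fold. With each array's median subtracted, 3452 were higher and 2087 lower, so the share that was higher depends on the centring. The comparison holds any effect of the hairpin that is not tied to 4OHT.

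Camera called 10 of the 18 lists between knockdown and non-senescent cells, of which 9 are given here. SASP (adjusted p = 2.33e-33) kept its call with an estimated correlation (adjusted p = 0.000756). The mitosis call (adjusted p = 1.05e-26) had adjusted p = 0.102 with an estimated correlation. DNA replication was lower in 27 of 40 members and higher in 3 (30 and 3 adjusted over the list alone; adjusted p = 8.41e-09, and adjusted p = 0.102 with an estimated correlation). RAS-MAPK genes were higher in 11 of 17 (12 adjusted over the list alone; adjusted p = 1.98e-09, and adjusted p = 0.102 with an estimated correlation). Interferon response genes were higher in 19 of 24 and lower in 1 (20 and 1 adjusted over the list alone), at a median of 0.58 (adjusted p = 2.65e-10, and adjusted p = 0.102 with an estimated correlation). Cholesterol synthesis was lower in 11 of 15 (12 adjusted over the list alone; adjusted p = 6.29e-08, and adjusted p = 0.102 with an estimated correlation). Glycolysis had 10 of 18 higher and 3 lower (10 and 3 adjusted over the list alone; adjusted p = 0.00359, and adjusted p = 0.102 with an estimated correlation). Fibroblast markers were lower in 7 of 10 (8 adjusted over the list alone; adjusted p = 0.0026, and adjusted p = 0.172 with an estimated correlation). Matrix and contractile genes were lower in 11 of 21 and higher in 2 (11 and 2 adjusted over the list alone; adjusted p = 0.0119, and adjusted p = 0.396 with an estimated correlation). The other 8 lists had adjusted p-values from 0.191 to 0.858, and for the ENTPD family and the epithelial markers the median lay below 0 and the mean above it.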

Values the study reported

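The article describes a library of shRNAs against 255 genes up-regulated during oncogene-induced senescence. Its screen returned 14 enriched genes (P < 0.001), and the article states that 13 of the 14 depended on ARID1B.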

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

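The values here were looked at only after the gene tests had been seen. Probe sets without exactly 1 gene symbol lie outside the comparisons above and also carried signal: in a fit of all probe sets, 1236 of 13837 (8.93%) were called in senescence, 653 higher and 583 lower, against 5458 of 19460 (28%) with 1 gene symbol. In the knockdown comparison 498 of the 13837 (3.6%) were called, 290 higher and 208 lower, against 2186 of 19460 (11.2%), and 68.3% of the probe sets without 1 symbol had a mean below the median of the table.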

How the results depend on the processing

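The alternative that took senescence and knockdown changes from different vector+4OHT arrays was chosen after seeing the data. No named gene or list changed from a call in 1 direction to a call in the other under the alternatives tried for it. Not every alternative was tried for both genes and lists. The larger direction of the gene counts turned with array medians subtracted, to 3026 higher and 2658 lower in senescence and 3452 and 2087 between knockdown and non-senescent cells, where 2867 and 2933 also turned in several other fits. The counts of genes stayed within 1.5 times their value except as follows, and the cause was not tested unless given. In fits with 1 lone vector+4OHT array, several knockdown and overlap counts moved beyond that range. The knockdown counts of those fits are not given, and the overlap counts follow below. A 2-fold minimum, stricter by construction, left 548 genes in senescence, 80 after knockdown, 557 between knockdown and non-senescent cells, 7 induced and then lower (10 higher still) and 13 repressed and then higher (2 lower still). The methods' t-test, unadjusted, gave 927 genes induced and then lower, and a knockdown p of 0.0387 for CDKN2A. Adjusted, it gave 3737 in senescence, 1446 after knockdown, 324 induced and then lower and 316 repressed and then higher. Leaving out 1 array gave 5288 to 5969 genes in senescence, 1801 to 2817 after knockdown, 4639 to 6293 between knockdown and non-senescent cells, 362 to 607 induced and then lower, and 554 to 998 repressed and then higher. The same fits gave 9 to 11 lists in senescence, an ARID1B change of -0.81 to -0.65 and r of -0.282 to -0.225. Over all probe sets r was -0.269. With different vector+4OHT arrays, the lone one being replicate 1, 2 and 3, r was -0.137, -0.174 and -0.204, genes induced and then lower numbered 347, 274 and 219, and genes repressed and then higher 950, 302 and 252. Independent lists would share 287, 72 and 54.3 genes induced and then lower, and 360, 108.3 and 89.7 repressed and then higher. With replicate 1 alone, the 347 lay closer to its number than the 587 of the main fit did to 167.4. The lone array is assumed to vary like the other groups, and these counts rest on 1 senescent array. They therefore do not tell how much of the overlap comes from the shared arrays.

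With an estimated correlation camera called 1 list in senescence, 0 after knockdown (1 at an unadjusted p under 0.05) and 1 between knockdown and non-senescent cells. fry called 14, 5 and 14, and for change in either direction 18, 18 and 17. Of 192 named gene results, 22 lost their call and 1 gained it with the adjusted methods' t-test, 9 lost it with array medians subtracted, and 2 to 11 lost it without 1 array, most without vector+4OHT replicate 2. The replicate numbers were tried as a block, although samples share only a number: the block gave 5658, 2498, 5437, 483 and 757 genes for the counts in the order above, and an ARID1B change of -0.74 (limma adjusted p = 0.000771). Same-number arrays of different groups had residual correlations of -0.26 to 0.32 over 9 pairs, and 2 of 9 were highest with their own number. Dim probe sets limit what can be seen: 6472 of 18417 genes were not above the table's median of 6.75 on at least 3 arrays.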

Other observations

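Of the tests here, those on the splits of the arrays and on BMP-SMAD target genes were written before their results were seen, and the others after. The genes and groups in this and the next paragraph were chosen after their values were seen, and their changes are log2 values called with limma. Some genes moved further from the non-senescent level with the hairpin. The interferon-induced chemokines CXCL10 and CXCL11 rose by 4.11 and 1.37 in senescence and by a further 1.36 and 1.27 after knockdown. TCIM, a regulator of transcription, rose by 1.54 and 1.32, NEFM, a neurofilament protein, by 1.18 and 1.07, and the elastase MMP12 by 1.22 and 1.19. GAS6, a ligand of TAM receptors, fell to 0.354 times its level in senescence and by a further 0.93 after knockdown, and NEDD9, a scaffold protein of cell adhesion, fell by 1.01 and 1.08. The non-senescent means of CXCL10, CXCL11, TCIM, NEFM and MMP12 and the senescent means of CXCL11, MMP12 and PTGIS lay below 6.75, the median of all probe sets, so their changes are uncertain in size. Of 6 prostaglandin synthesis genes 3 were higher after knockdown and 0 lower: PTGES (1.48), PTGIS (0.76), which makes prostacyclin, and PTGS2 (0.51).

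Replication-dependent histone genes, whose transcripts belong to S phase, were lower in 37 and higher in 6 of 57 in senescence, at a median of -0.46, with H2BC14 at -1.58 and H4C3 at -1.38. After knockdown 6 of the 57 were called lower and 1 higher (H2BC5, 0.28). Histone copies are close in sequence, and H4C14 and H4C15 had identical values. Of 17 late cornified envelope genes, 5 were higher in senescence (LCE1F and LCE2A to LCE2D) and 6 lower after knockdown (LCE1A, LCE1C, LCE1F and LCE2A to LCE2C), in a family whose probes can also share signal. Of 12 type I interferon genes, at a mean level of 4.34 in senescent cells and so not shown to be above background, 0 were called after knockdown (1 at an unadjusted p under 0.05), and IFNE rose by 2.21 in senescence with both means below 6.75. Of 10 bone morphogenetic protein ligands 1 was higher and 1 lower in senescence, BMP2 (3.98) and BMP4 (-1.18), and 2 were higher and 0 lower after knockdown, BMP6 (1.02, from a mean below 6.75) and BMP4 (0.22, adjusted p = 0.0374). BMP2 had a knockdown change of 0.02 (adjusted p = 0.899).

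Part of the senescence response was smaller with the hairpin: 213 of the 548 genes that changed at least 2-fold moved back, 100 moved further and 235 were not called. Non-senescent cells mixed into the knockdown cultures would move every gene back, yet 18.2% were called further in the same direction. The exact binomial interval, which takes genes as independent, was 15.1% to 21.7%, and each fit without 1 array gave 13.8% or more. This argues against a mixture as the whole cause of the knockdown changes in the 548 genes. It does not decide whether a mixture moved the 213 genes back, since it rests on other genes. For the 31 mitosis genes among the 548, a mixture cannot be told apart from other causes, since 2 were called further (6.45%, interval 0.791% to 21.4%). With different vector+4OHT arrays for each change, the covariance stayed at -0.014 or lower in all 3 rotations (simulated -0.000212 to 0.000194). The simulated range takes genes as independent, while real arrays deviated across many genes together. The main axis of the differences within groups held 37.6% of their variance. That range therefore cannot exclude chance values of the shared vector+4OHT arrays. A role of ARID1B in these genes and an effect of the hairpin apart from ARID1B both stay open, since the labels name no control hairpin.

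Interferon response genes were higher with the hairpin, at a median of 0.52. A response to the hairpin or its vector rather than to ARID1B, which foreign RNA may provoke, cannot be told apart from an effect of ARID1B, since 0 groups are labelled with another or a control hairpin. A shift of all genes at these levels is argued against by the list's median, at percentile 100 of 10000 random lists matched on mean expression, and 1 array alone by the lowest mean change of the list over the 9 fits without 1 array, 0.534 (without shARID1B+4OHT replicate 1), against 0.62 with all 9. The list's call depends on the preset correlation of 0.01 between genes: the estimated one was 0.3, and with it the adjusted p was 0.354.

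The 4 ID genes, inhibitors of bHLH factors and known targets of BMP signalling, were all higher after knockdown: ID1 3.34-fold, ID3 2.45-fold, ID2 2-fold and ID4, from a mean below 6.75, 1.61-fold. In senescence ID1 and ID3 rose by 1.49 and 1.30 (log2); signal of theirs read by ID2 on a linear scale would have given ID2 at least 0.318, above its upper limit of 0.213, which argues against it, while for ID4 (at least 0.179, upper limit 0.224) and between ID1 and ID3 shared signal stays open. Higher BMP-SMAD signalling is a candidate explanation: the median change of 6 other targets (SMAD6, SMAD7, SMAD9, ATOH8, BAMBI and HEY1), 0.30, lay at percentile 99.9 of matched random lists, which ignore how genes vary together (the mitosis list also reached 99.9, with a camera adjusted p of 0.244). Of the 6, 4 were called higher, SMAD9 most (0.99) and ATOH8 from a mean below 6.75, while SMAD7 (0.27, adjusted p = 0.133) and BAMBI (0.07, adjusted p = 0.491) were not. This is a hypothesis from the same arrays, and an effect of the hairpin apart from ARID1B stays open here too.

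Each comparison of 3 arrays with 3 allows 10 splits, too few for a share under 0.05. Every other split keeps 2 arrays of a group against 1, and so part of any real difference. In senescence the real groups gave 5996 genes and the highest other split 0, after knockdown 2895 and 0, and between knockdown and non-senescent cells 5800 and 0, so that 1 of 10 splits was as large each time. At an unadjusted limma p under 0.05 the highest other splits gave 1316, 1610 and 676 genes, against 7317, 5144 and 7397. Genes induced and then lower numbered 587, genes repressed and then higher 894, and other splits of the knockdown arrays gave at most 0 of either (1 of 10), a value fixed by their 0 called genes. Other splits of the knockdown and non-senescent arrays gave up to 91 and 171. Camera called 9 lists in senescence and at most 8 in other splits (1 of 10), and after knockdown 1 list and at most 5 in other splits (9 of 10). That list, interferon response, was called in 6 of the 9 other knockdown splits, at adjusted p-values down to 8.66e-10 and a mean change of at most 0.34 against 0.62, which does not tell chance from the part of the difference that these splits keep.

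Vector+4OHT replicate 1 stood somewhat apart from replicates 2 and 3. The main axis of the differences within groups held 37.6% of their variance, with loadings of -0.67, 0.18 and 0.5 for the 3 replicates. Genes off the mean of the others by at least 0.5 numbered 101, 27 and 54, and the median absolute deviation was 0.0986, 0.0689 and 0.0818. The deviation of each from the others correlated with mean expression across genes at -0.282, 0.112 and 0.249. Among genes changed at least 2-fold, the median shortfall of the senescence change was 0.00935%, 2.7% and 1.73%.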
